# Regulation of Primary Metabolic Pathways in Oyster Mushroom Mycelia Induced by Blue Light Stimulation: Accumulation of Shikimic Acid

**DOI:** 10.1038/srep08630

**Published:** 2015-02-27

**Authors:** Masanobu Kojima, Ninako Kimura, Ryuhei Miura

## Abstract

Shikimic acid is a key intermediate in the aromatic amino acid pathway as well as an important starting material for the synthesis of *Tamiflu*, a potent and selective inhibitor of the neuraminidase enzyme of influenza viruses A and B. Here we report that in oyster mushroom (*Pleurotus ostreatus*) mycelia cultivated in the dark, stimulation with blue light-emitting diodes induces the accumulation of shikimic acid. An integrated analysis of primary metabolites, gene expression and protein expression suggests that the accumulation of shikimic acid caused by blue light stimulation is due to an increase in 3-deoxy-D-arabinoheptulosonate 7-phosphate synthase (DAHPS, EC2.5.1.54), the rate-determining enzyme in the shikimic acid pathway, as well as phosphofructokinase (PFK, EC2.7.1.11) and glucose-6-phosphate dehydrogenase (G6PD, EC1.1.1.49), the rate-determining enzymes in the glycolysis and pentose phosphate pathways, respectively. This stimulation results in increased levels of phosphoenolpyruvic acid (PEP) and erythrose-4-phosphate (E4P), the starting materials of shikimic acid biosynthesis.

Light is an important environmental cue for regulating growth and morphogenesis of organisms, as well as the production of secondary metabolites. In plants, it is known that phytochromes, which are red and far-red light photoreceptors, together with phototropins and cryptochromes, which are blue light photoreceptors, participate in the regulation of growth and morphogenesis^1^,^2^. Recent studies have also identified red and blue light photoreceptors in fungi^3^,^4^,^5^,^6^,^7^, as well as photoresponse phenomena related to fruit body formation^7^,^8^, pigmentation^9^,^10^,^11^, sporulation^9^,^10^, phototoropism^10^,^12^, circadian cycle^13^ and biosynthesis of secondary metabolites^9^,^14^. To our knowledge, however, there have been no studies on the regulation of primary metabolites caused by light stimulation in fungi or other organisms.

Our research group has reported that blue light stimulation suppresses the growth of oyster mushroom mycelia, and causes the up- and down-regulation of twenty-eight photoresponsive genes^15^,^16^. In this study, we investigated how blue light stimulation affects the concentration of primary metabolites in oyster mushroom mycelia. We found that shikimic acid, a key intermediate in the aromatic amino acid pathway^17^ and an essential starting material in the synthesis of *Tamiflu*, an influenza neuraminidase inhibitor^18^,^19^,^20^, accumulates more than two-hundred fold when compared to oyster mushroom mycelia kept in the dark. We measured the accumulation of shikimic acid based on stimulation time and light intensity, and determined the correlations between the expression levels of three genes and the accumulation of their corresponding product metabolites. The three genes encoded the following enzymes: i) DAHPS, a rate-determining enzyme in the shikimic acid pathway^21^; ii) PFK, a rate-determining enzyme in the glycolysis pathway^22^ and providing PEP as the product, and iii) G6PD, a rate-determining enzyme in the pentose phosphate pathway and providing E4P as the product^23^. The levels of the proteins translated from the above genes were also determined. Our data demonstrate that shikimic acid accumulates in oyster mushroom mycelia stimulated with blue light, and that this accumulation is due to increases in the amounts of these three rate-determining enzymes. In addition, this approach has considerable potential for the production of useful primary and secondary metabolites using the aromatic amino acid pathway in filamentous fungi^24^.

## Results and Discussion

### Dynamics of primary metabolites in oyster mushroom mycelia stimulated by blue light

Approximately 65-mm diameter oyster mushroom mycelial colonies on GPY agar media were cultured in the dark, then illuminated for 0.5 to 72 h with blue light (peak emission wavelength (PEW): 470 nm; spectrum radiation bandwidth (SRB): 30 nm; photon flux density (PFD): 150 μmol m^−2^ s^−1^) using a light-emitting diode (LED) lighting unit with an attached blue LED panel. Primary metabolites in irradiated colonies were analyzed by capillary electrophoresis time-of-flight mass spectrometry (CE-TOF-MS) and HPLC (Supplementary Fig. S1) as described in the Methods and their levels were compared with those in non-irradiated colonies. Hierarchical cluster analysis (HCA) of the time course of the primary metabolites using oyster mushroom mycelial colonies illuminated for 0, 12 and 36 h showed that major metabolites accumulated in the mycelia before illumination (0 h) and thus provided higher values than the standardized score (red bands in Fig. 1); interestingly, these metabolites tended to decrease with increasing light stimulation time. In contrast, the minor metabolites in the mycelia before illumination (green band in Fig. 1) tended to increase with light stimulation. A more detailed HCA is provided in Supplementary Table S1.

Importantly, the primary metabolite exhibiting the largest increase with blue light stimulation was shikimic acid (Fig. 2a,c), a key intermediate in the aromatic amino acid pathway (Fig. 3). Furthermore, oyster mushroom mycelial colonies were illuminated with far red (PEW: 735 nm; SRB: 30 nm), red (PEW: 660 nm; SRB: 20 nm) and green (PEW: 525 nm; SRB: 30 nm) LEDs at a PFD of 150 μmol m^−2^ s^−1^, and the shikimic acid content in the colonies was measured using HPLC (Supplementary Fig. S1). The results indicated that blue light, but not far red, red or green light, stimulates the accumulation of shikimic acid (Fig. 2b). The increase in shikimic acid content caused by blue light stimulation at a PFD of 150 μmol m^−2^·s^−1^ with time was almost linear until 36 h, then slowed down (Fig. 2c). The optimal blue light PFD for stimulating the accumulation of shikimic acid was thus determined to be approximately 150 μmol m^−2^ s^−1^ for 36 h (Fig. 2d).

### Microarray and quantitative PCR analyses of gene expression induced by blue light stimulation

Using DNA sequences for 12,330 predicted transcript models obtained from the Joint Genome Institute (Pleurotus Ostreatus PC15 v2.0, http://genome.jgi-psf.org/PleosPC15_2/PleosPC15_2.home.html)^25^, 12,244 probes for a custom microarray were designed for 12,244 target transcripts (one probe per transcript). Comprehensive analysis of gene expression in the mycelial colonies after blue light stimulation at a PFD of 150 μmol m^−2^ s^−1^ was performed using the microarray. 

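The microarray data comprised 8 arrays of 1 color, hybridized with cyanine-labeled RNA copied from oyster mushroom mycelial colonies before illumination and after 7 durations of it, from 0.5 to 36 h. Each time point had 1 array, so no time point had a replicate and no single time point could be tested. The authors quantified each spot with Feature Extraction and deposited its background-subtracted intensity together with flags for its quality. The 75th percentile of the intensity over the transcript probes lay between 1116 on the 0.5 h array and 1797 on the 3 h array, and the median intensity of the negative control spots lay between 2.77 on the 0 h array and 7.01 on the 36 h array. No transcript spot was saturated on any array. Here the log2 intensity of each probe was shifted by the 75th percentile of its array and compared with the 0 h array, the only array before illumination. Values were restricted to the 8206 probes that carried no error flag and lay well above background on all 8 arrays. The 8 arrays shared 1 slide, with the arrays up to 3 h in one column of 4 positions and those from 6 h on in the other, so that the column changed with time. Because the number of arrays limits the precision, the only test was a slope over log2(hours + 1), fitted across the 8 arrays with limma, which leaves 6 residual degrees of freedom. All irradiated colonies had also been moved from 20 to 15°C, and no array of a colony kept in the dark at the later time points was analysed here.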

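Of the 8206 probes, 3176 differed 2-fold or more from the 0 h array on at least 1 of the 7 irradiated arrays, which is 38.7%. Among them, 1496 were 2-fold or more higher and never 2-fold lower, 1607 were 2-fold or more lower and never 2-fold higher, and 73 passed the threshold in both directions. The largest change fell on the 36 h array for 2205 of these probes and on the 3 h array for 227. Without any filter on flags the count was 6451, the largest value among the alternatives tried, and with a 3-fold threshold it was 1724. The 3176 probes were grouped by K-means into 8 clusters on log2 values centered on the median of each probe, with 100 random starts, and the clusters were numbered here from the largest mean rise to the largest mean fall between 0 and 36 h. These numbers are not the Roman numerals of the paper. The clusters held between 101 and 940 probes.

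**Figure D1:**
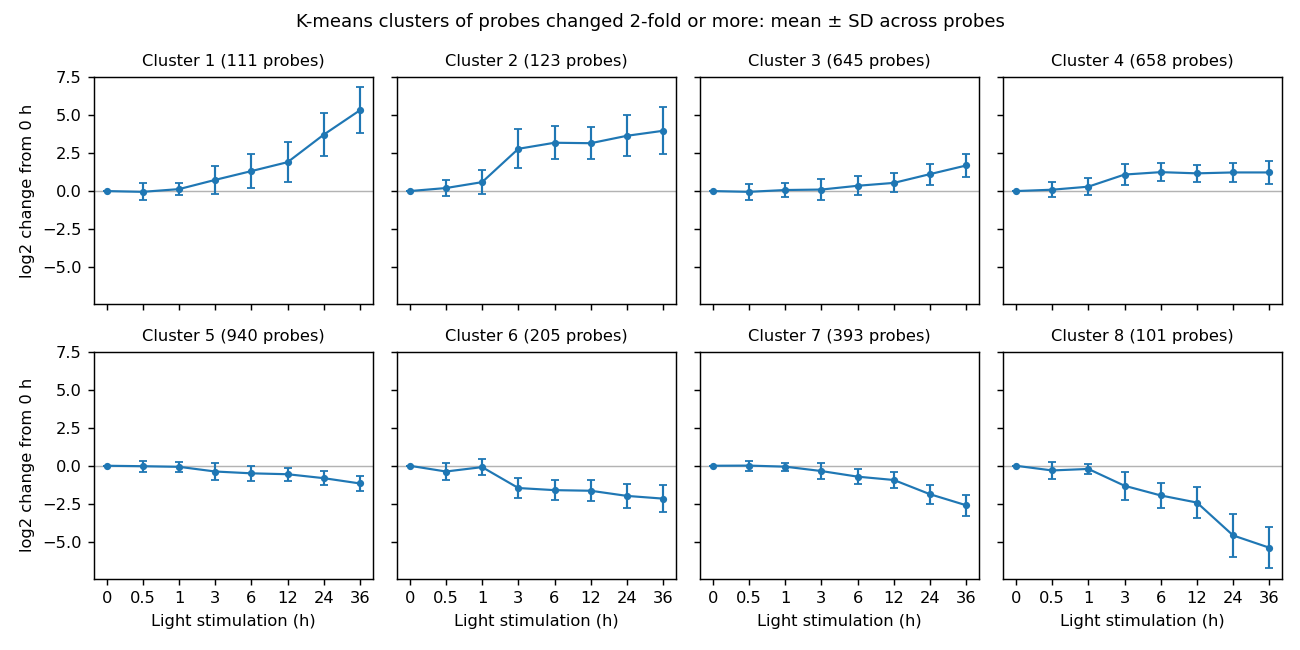
Mean log2 change from the 0 h array (vertical axis) against light stimulation time (horizontal axis, in time order and not to scale) for the 8 K-means clusters. Points are means and bars the SD across the probes of a cluster on 1 array per time point, so the bars do not show variation between colonies. Cluster 1 reaches 5.34 and Cluster 8 reaches -5.41 at 36 h.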

Eight clusters were categorized based on the expression patterns, as shown in Supplementary Fig. S2. Clusters I and V (total number of genes grouped (TNG): 110 and 119) increased significantly with stimulation time. Conversely, Clusters IV (189) and VI (556) decreased distinctly with increasing stimulation time. 

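The 2 clusters with the largest mean rise held 111 and 123 probes. In Cluster 1 the mean log2 change from 0 h was 0.74 at 3 h, 1.91 at 12 h, 3.73 at 24 h and 5.34 ± 1.5 (SD across 111 probes) at 36 h. Cluster 2 rose earlier, by 2.79 at 3 h and 3.16 at 12 h, and ended at 3.98 ± 1.55 (SD across 123 probes) at 36 h. The slope over stimulation time was tested with limma on all 8206 probes. At an adjusted p below 0.05 (Benjamini-Hochberg), 4297 probes had a trend, of which 1920 rose and 2377 fell. A rising trend was found for 110 of the 111 probes of Cluster 1 and for 119 of the 123 probes of Cluster 2. The clusters were formed on the same arrays, so these shares are not independent of the grouping. With scaling by spike-in transcripts in place of the 75th percentile, 2307 probes had a trend. With the column of the slide as a term in the fit, chosen after seeing the data, 607 probes had one. The largest rise from 0 to 36 h among probes whose change kept its sign at 6, 12, 24 and 36 h was that of protein ID 1102507 in Cluster 1, with a log2 change of 10.37. Protein ID 1050849 in Cluster 2 followed with 9.84, from an intensity of 15.1 on the 0 h array that lay close to the lowest intensity called well above background there, 11.6.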

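The 2 clusters with the largest mean fall held 393 and 101 probes. The mean log2 change of Cluster 7 was -0.35 at 3 h, -0.94 at 12 h, -1.88 at 24 h and -2.61 ± 0.68 (SD across 393 probes) at 36 h. In Cluster 8 it was -1.32 at 3 h, -2.43 at 12 h, -4.6 at 24 h and -5.41 ± 1.37 (SD across 101 probes) at 36 h. Limma found a falling trend for 384 of the 393 probes of Cluster 7 and for all 101 probes of Cluster 8, shares that again are not independent of the grouping. Quantile normalization left 222 probes in the 2 most strongly falling clusters, 111 of them shared with the 494 probes above, and normexp background correction left 200, of which 105 were shared. Of the 494 probes, 480 were shared with median scaling, 487 with spike-in scaling and all 494 with the authors' normalized values. Among probes whose change kept its sign at 6, 12, 24 and 36 h, protein ID 1108884 had the largest fall from 0 to 36 h, with a log2 change of -9.28, and protein ID 1104091, whose probe was printed in 2 copies, had the next largest. Its copies gave -8.71 and -8.62.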

The changes in the expression levels for Clusters II (735), III (267), VII (534) and VIII (1165) were relatively small. In particular, the time course of the expression levels for Clusters I and V, as well as Clusters IV and VI, showed good correlations with the standardized scores for the primary metabolites, as seen in Fig. 1. 

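The other 4 clusters held 2448 of the 3176 probes. At 36 h the mean log2 change was 1.69 ± 0.78 (SD across probes) in Cluster 3 with 645 probes and 1.23 ± 0.75 in Cluster 4 with 658 probes. Cluster 4 had already reached 1.09 at 3 h and changed little thereafter, whereas Cluster 3 stood at 0.1 at 3 h and at 0.54 at 12 h. Cluster 5, the largest with 940 probes, fell gradually to -1.17 ± 0.48 at 36 h. Cluster 6 with 205 probes stood at -1.47 at 3 h and -2.17 ± 0.89 at 36 h. In these 4 clusters, 1895 probes had a rising or falling trend in the limma fit.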

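For the time points of the metabolite analysis, 0, 12 and 36 h, the mean log2 signal of each cluster was standardized to mean 0 and SD 1 over its 3 arrays. Cluster 1 scored -0.89 at 0 h, -0.19 at 12 h and 1.08 at 36 h. In Cluster 2 the scores were -1.13, 0.37 and 0.76 in the same order, so that most of its rise lay before 12 h. Cluster 7 scored 0.89, 0.19 and -1.08, and Cluster 8 scored 0.96, 0.07 and -1.03. Among single probes, the 36 h array was the highest of the 3 for all 111 probes of Cluster 1 and for 101 of the 123 probes of Cluster 2. The 0 h array was the highest for 376 of the 393 probes of Cluster 7 and for all 101 probes of Cluster 8. The clusters were formed on these arrays and numbered by their change from 0 to 36 h. The direction of these scores and shares thus follows largely from the grouping. Metabolite levels were not analysed here, and 3 arrays without replicates are too few to test a correlation across samples.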

Detailed HCA of the time course expression of genes annotated in oyster mushroom and related to aromatic amino acid biosynthesis, glycolysis/gluconeogenesis, and the pentose phosphate pathway was performed. The results, shown in Supplementary Table S2 and Supplementary Fig. S3, indicate that stimulation of the mushroom mycelia with blue light can induce the up- and down-regulation of the expression of many genes simultaneously.

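Probes that rose and probes that fell were found on the same arrays. After 0.5 h of illumination, 40 probes were 2-fold or more higher and 113 were 2-fold or more lower than at 0 h. At 1 h the balance was reversed, with 121 higher and 39 lower. The reversal held under each normalization and background correction tried but depended on the filter on flags. With probes present on at least 1 array, 252 were higher and 344 lower at 0.5 h, and 206 higher and 250 lower at 1 h. Without any filter, 1638 were higher and 378 lower at 0.5 h, and 330 higher and 392 lower at 1 h. Among the 8206 probes, the counts were 573 and 407 at 3 h and 703 and 589 at 12 h. They were 1000 and 1003 at 24 h, and 1268 and 1436 at 36 h. With scaling by spike-in transcripts in place of the 75th percentile, the counts were 17 higher and 216 lower at 0.5 h and 1513 higher and 155 lower at 3 h. At 36 h, with the 75th percentile, the higher probes thus made up 46.9% of the changed ones. This share was 56.8% when each array was scaled by its median instead of its 75th percentile. Of the 573 probes higher at 3 h, 456 were also higher at 36 h. Both counts share the 0 h array. In 8206 simulated unchanged probes, 13 passed the threshold at 3 h and 0 of these 13 at 36 h, too few to set a level for the share. The files do not pair the probes with pathways, so the pathway lists were not made and hierarchical clustering of the pathway genes was not repeated here.
Of the enzymes in these pathways, the genes for phosphofructokinase (PFK) and the DAHPS isozymes were identified by the protein IDs given in the paper. PFK (ID 174437, probe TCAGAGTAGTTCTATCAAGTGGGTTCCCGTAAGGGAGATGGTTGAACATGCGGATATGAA) had a log2 change from 0 h of -0.47 at 3 h, -0.05 at 12 h, 0.71 at 24 h and 0.77 at 36 h. The change at 3 h was 0.09 with spike-in scaling. At 6 h it was -0.38, and it lay between -0.56 and -0.23 under the alternatives. The highest change of PFK under any alternative was 0.96 at 36 h. Its slope was 0.161 per log2 hour (standard error 0.065, adjusted p = 0.064 from limma with Benjamini-Hochberg adjustment). The DAHPS gene 1048814 (probe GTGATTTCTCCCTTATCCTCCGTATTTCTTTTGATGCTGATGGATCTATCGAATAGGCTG) was highest at 3 h, with a log2 change of 2.92, and stood at 0.88 at 12 h and 1.88 at 36 h. Its spot was dim, with an intensity of 25.0 at 0 h and 261.8 at 3 h, and it was not well above background at 0.5 h. After normexp background correction, its change at 3 h was 1.32. The DAHPS gene 1062486 (probe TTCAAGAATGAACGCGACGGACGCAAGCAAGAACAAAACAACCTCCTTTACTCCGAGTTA) changed by 0.68 at 3 h, 1.12 at 12 h, 1.48 at 24 h and 0.87 at 36 h, and its slope was 0.261 (standard error 0.054, limma adjusted p = 0.0042). For the DAHPS gene 1094120 (probe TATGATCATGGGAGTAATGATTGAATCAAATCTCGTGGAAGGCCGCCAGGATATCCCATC) the log2 change was 0.87 at 3 h, 1.15 at 12 h, 1.16 at 24 h and 0.55 at 36 h, with a slope of 0.237 (standard error 0.08, limma adjusted p = 0.035). Thus 3 of these 4 genes were 2-fold or more above 0 h on at least 1 array, and 2 of the 3 were present on all 8 arrays, since 1048814 is not among the 8206 probes. A limma trend was called for 2 of the 4 over all probes tested and for 3 when adjusted over the list alone with these 4 genes. With adjustment for the 5 genes fixed beforehand, the remaining one entered with the largest p possible, it was called for 2. The paper reads time courses of annotated pathway genes as an indication that blue light can raise and lower expression of many genes at once.

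**Figure D2:**
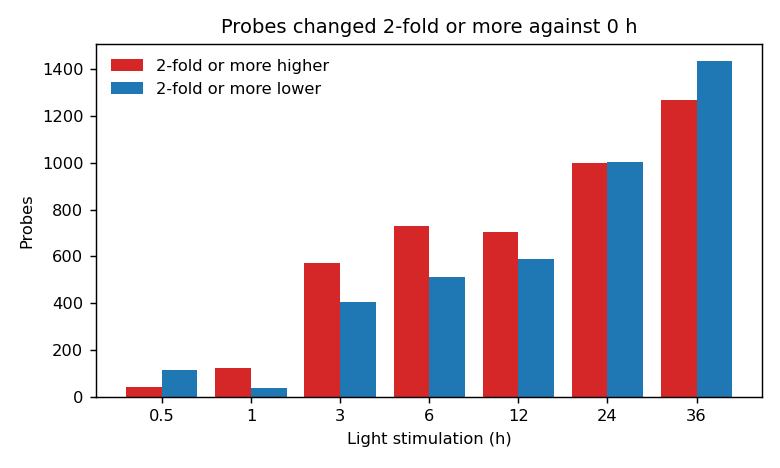
Number of probes 2-fold or more higher (red) or lower (blue) than on the 0 h array (vertical axis) at each light stimulation time (horizontal axis, in time order and not to scale), among 8206 probes on 1 array per time point. With scaling by the 75th percentile the counts reach 1268 and 1436 at 36 h.

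**Figure D3:**
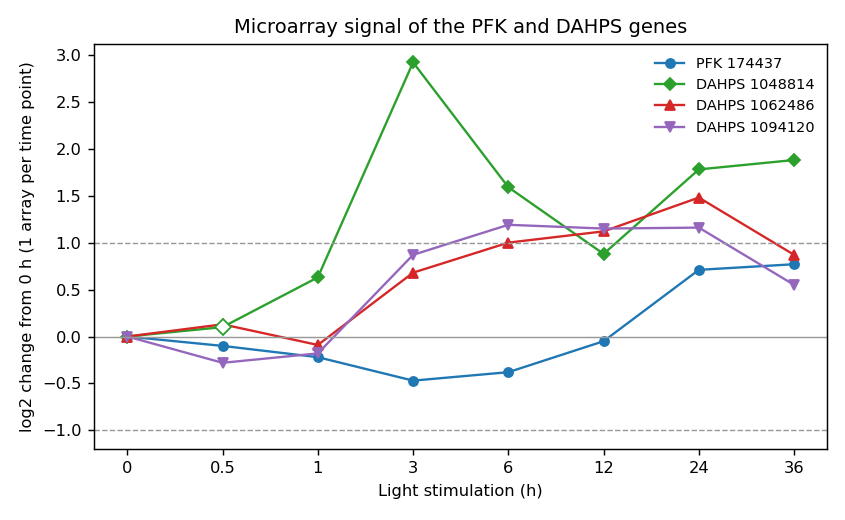
Log2 change from the 0 h array (vertical axis) against light stimulation time (horizontal axis, in time order and not to scale) for the 4 genes, with 1 array per time point and no error bars. Dashed lines mark 2-fold changes and the open symbol marks a spot not well above background. The line of PFK ends at 0.77 and that of DAHPS 1062486 peaks at 1.48 at 24 h.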

As shown in Fig. 3, shikimic acid is biosynthesized by the shikimic acid pathway through a condensation reaction between PEP and E4P, catalyzed by DAHPS. The starting materials are biosynthesized by the glycolysis and pentose phosphate pathways, respectively (Supplementary Figs. S4 and S5). Analysis of the oyster mushroom DNA sequence identified homologous proteins for PFK and G6PD: protein IDs 174437 and 1088946, respectively. In addition, three isozyme proteins (IDs: 1048814, 1062486 and 1094120) were identified as DAHPS. The expression levels of the genes encoding the above rate-determining enzymes after blue light stimulation were precisely determined by quantitative PCR using forward and reverse primers designed with Primer3Plus (Supplementary Table S3)^26^. As shown in Fig. 4a–e, blue light stimulation induced increases in the expression levels of the genes encoding PFK, G6PD and DAHPS.

### Protein expression induced by blue light stimulation

We further confirmed the protein levels of PFK, G6PD and DAHPS. The amino acid sequence of each protein was predicted from its gene sequence, then polyclonal primary antibodies against the target proteins were prepared using synthesized peptides (Supplementary Table S4 and Methods). The expression levels of these three proteins induced by blue light stimulation were semi-quantitatively analyzed using Western blotting. As shown in Fig. 4f and Supplementary Fig. S6, the expression levels of the three rate-determining enzymes clearly increased, in accordance with the gene expression levels.

### Blue light signaling pathway

WC-1 and cryptochrome have been found as blue light photoreceptors in *Neurospora crassa*, a member of the class Ascomycetes^4^. Oyster mushroom belongs to the class Basidiomycetes. The WC-1 homologue has been identified in several Basidiomycetes as a blue light photoreceptor: for example, Dst1 in *Coprinus cinereus* and Bwc1 in *Cryptococcus neoformans*^4^. However, the gene encoding the WC-1 homologue in oyster mushroom has not been found or annotated. Although blue light photoreceptors in oyster mushroom remain to be identified, blue light clearly must interact with photoreceptors and act as a signal to mushroom DNA. Following the transcription of DNA into messenger RNAs (mRNAs) in response to the stimulation, the mRNAs are then translated into polypeptide chains, which ultimately fold to provide functional proteins. Consequently, many primary metabolites in the mushroom mycelia must have been up- or down-regulated in tandem with the corresponding changes in protein expression levels. Although it is currently unclear why mushroom mycelia accumulate shikimic acid upon blue light stimulation, further studies to clarify the detailed mechanism are in progress in our laboratory.

### Replacing shikimic acid production from plant sources and recombinant microbes with the photoregulation of primary metabolite pathways in mushroom mycelia

To date, shikimic acid has been mainly isolated from *Illicium* *verum*^17^. However, due to the clinical efficacy of *Tamiflu* as a neuraminidase inhibitor^18^,^19^,^20^, there is strong demand for chiral starting materials for the synthesis and development of *Tamiflu* and derivative drugs. Shikimic acid production methods based on recombinant microbial biocatalysis^27^, oxidative fermentation^28^, and organic synthesis^29^,^30^ have been developed to provide a sustainable and economically viable supply; however, obtaining highly pure shikimic acid at low cost remains challenging. Recently, synthetic routes for *Tamiflu* that do not require shikimic acid have been developed^31^,^32^, but manufacturing costs must be reduced before these routes will be practical. The patent on *Tamiflu* will expire in 2016, resulting in the likely widespread production of the generic drug. Therefore, shortages and price increases of shikimic acid are thought to be imminent.

Scale-up of the present method using mushroom mycelia and blue light stimulation is expected to yield high purity shikimic acid, since less than 1% quinic acid and 5% 3-dehydroshikimic acid, and no 3-dehydroquinic acid or protocatechuic acid, were detected (Fig. 3)^24^. This is a distinct advantage over recombinant microbial biocatalysis^27^. Moreover, it is estimated that the illumination of 1 kg of oyster mushroom mycelia with blue light for 36 h would produce about 0.45 g of shikimic acid. Therefore, the annual production of shikimic acid per kg of mycleia would be (0.45 g/1.5 d × 365 d/year), or 110 g. This is 1.4–3.7 times the amount of shikimic acid isolated from 1 kg of the current source, the plant *Illicium* *verum* (1 kg/year × 3–8/100 (the isolation efficiency) = 30–80 g)^33^,^34^. Critically, there is no obvious limitation on scale-up for the growth and blue light irradiation of mushroom mycelia or on the number of harvests per year, whereas the cultivation of *I. verum* is limited by land availability and is restricted to one harvest per year.

Finally, the finding that blue light stimulation affects the concentration of primary metabolites in oyster mushroom mycelia also suggests that light stimulation is an important environmental cue in filamentous fungi and other microorganisms for the regulation of primary and secondary metabolic pathways, particularly the aromatic amino acid pathway. Therefore, the present results are expected to motivate further research into photoresponses in microorganisms and their potential application in industry^24^.

## Methods

### Cultivation and Irradiation of Oyster Mushroom Mycelia

Modified MA medium consisted of 10 g of malt extract, 10 g of D(+)-glucose, 4 g of yeast extract and 25 g of agar in 1 liter of distilled water. GPY medium consisted of 50 g of D(+)-glucose, 2.5 g of polypeptone, 1.0 g of KH_2_PO_4_, 0.5 g of MgSO_4_ 7H_2_O, 0.5 g of CaCl_2_ 2H_2_O, 10 mg of FeCl_2_ 6H_2_O, 7.2 mg of MnCl_2_ 4H_2_O, 4.0 mg of ZnCl_2_, 1.0 mg of CuSO_4_ 5H_2_O, 2.5 g of yeast extract and 25 g of agar in 1 liter of distilled water. The initial pH was adjusted to 5.5. Media were autoclaved at 121°C for 20 min before use. Oyster mushroom dikaryotic strain (KH-3; Chikumakasei Co., Ltd., Nagano, Japan) was first incubated at 20°C in the dark on MA medium in a Pyrex Petri dish (diameter, 9 cm). The fungal thread was grown concentrically to form a mycelial colony about 70 mm in diameter. A colony 6 mm in diameter was excised from the periphery of the mycelial colony and inoculated onto GPY medium in the center of a Petri dish. Experiments on the effects of light stimulation on the production of primary metabolites, and for the analysis of gene expression and protein expression, were conducted using colonies about 65 mm in diameter grown on GPY agar media at 20°C in the dark.

An ELUX-1096 LED lighting unit for plant cultivation research (CCS, Inc., Kyoto, Japan) was used to culture the mycelia^35^, and the temperature was kept constant at 20°C. Light intensity was set using photon flux density (PFD) measurements taken with an LI-190 quantum sensor (LI-COR Biosciences, Inc., Lincoln, NE).

Mycelial colonies about 65 mm in diameter grown on GPY agar media in Pyrex Petri dishes at 20°C in the dark were wrapped with a film of polymethylpentene (JCCU, Tokyo, Japan) and further kept in the dark at 15°C, or irradiated immediately at 15°C for 0.5–72 h using blue LEDs at a PFD of 150 μmol m^−2^ s^−1^. Primary metabolites in the mycelia, and gene expression and protein expression, were then analyzed. The temperature shift from 20°C to 15°C in the dark did not result in the accumulation of shikimic acid, as seen in Figs. 2a and 2c. Wrapping the Petri dishes with the film improved the reproducibility of the primary metabolite analysis data, probably due to increased air supply to the mycelia. Irradiated and non-irradiated colonies at corresponding time points were immediately frozen in liquid nitrogen and stored at −80°C until use.

### Analysis of Primary Metabolites

Frozen tissue (approximately 50 mg) was plunged into 500 μL of methanol containing 50 μM internal standards (H3304-1002; Human Metabolome Technologies (HMT), Inc., Tsuruoka, Japan) at 0°C in order to inactivate the enzymes^36^. Tissue was homogenized three times at 1,500 rpm for 120 s using a tissue homogenizer (BMS-M10N21; Bio Medical Science Co., Ltd., Tokyo, Japan), then 500 μL of chloroform and 200 μL of Mill-Q water were added. Homogenate solution was centrifuged at 2,300 × *g* at 4°C for 5 min. Subsequently, 400 μL of the upper aqueous layer was centrifugally filtered through a Millipore (Bedford, MA) 5-kDa cutoff filter at 9,100 × *g* at 4°C for 120 min to remove proteins. The filtrate was then centrifugally concentrated and re-suspended in 50 μL of Milli-Q water for CE-MS analysis. Metabolome measurements were carried out through a facility service at HMT, Inc.

Capillary electrophoresis time-of-flight mass spectrometry (CE-TOF-MS) was carried out using an Agilent CE Capillary Electrophoresis System equipped with an Agilent 6210 Time of Flight mass spectrometer, an Agilent 1100 isocratic HPLC pump, an Agilent G1603A CE-MS adapter kit, and an Agilent G1607A CE-ESI-MS sprayer kit (Agilent Technologies, Waldbronn, Germany). Systems were controlled using Agilent G2201AA ChemStation software version B.03.01 for CE (Agilent Technologies). Metabolites were analyzed by using a fused silica capillary (50 μm *i.d.* × 80 cm total length), with commercial electrophoresis buffer (Solution ID: H3301-1001 for cation analysis and I3302-1023 for anion analysis; HMT, Inc.) as the electrolyte. Samples were injected at a pressure of 50 mbar for 10 s for cation analysis (approximately 10 nL sample) and 25 s for anion analysis (approximately 25 nL sample). The spectrometer was scanned from *m/z* 50 to 1,000. Other conditions were as described in references^37^,^38^,^39^.

Peaks were extracted using the automatic integration software MasterHands (Keio University, Tsuruoka, Japan) to obtain peak information, including *m/z*, migration time (MT) CE-TOF-MS measurement, and peak area^40^. Signal peaks corresponding to isotopomers, adduct ions and other product ions of known metabolites were excluded, and the remaining peaks were annotated with putative metabolites from the HMT metabolite database based on their MTs and *m/z* values determined by TOF-MS. The tolerance range for peak annotation was configured at ± 0.5 min for MT and ± 10 ppm for *m/z*. In addition, peak areas were normalized against those of the internal standards, and the resultant relative area values were further normalized by sample amount.

Hierarchical cluster analysis (HCA) and principal component analysis (PCA) were performed using HMT proprietary software (PeakStat and SampleStat, respectively). Detected metabolites were plotted on metabolic pathway maps using VANTED (Visualization and Analysis of Networks containing Experimental Data) software^41^. The HCA results are represented as a heatmap with standardized scores, which are averaged metabolite levels divided by standard deviation. Red indicates higher values, green indicates lower values, and white indicates no change for the non-irradiated mycelia compared to the blue-light irradiated mycelia. The color bar is automatically computed using maximum and minimum standardized values.

### Extraction and Analysis of Shikimic Acid using HPLC

Approximately 50 mg of each mushroom mycelial sample was immediately frozen in liquid nitrogen and stored at −80°C until metabolite extraction. The sample was completely homogenized using a freeze-crush apparatus (SK-100, Tokken, Inc., Chiba, Japan). After adding 0.5 mL of methanol, 0.5 mL of chloroform and 0.2 mL of Milli-Q water to the crushed sample, the solution was vortexed and homogenized using a homogenizer (Polytron PT10-35GT; Central Scientific Commerce, Inc., Tokyo, Japan) and a generator shaft (Polytron PT-DA 05/2EC-B078; Central Scientific Commerce, Inc.). Homogenate was centrifuged at 2,300 × *g* for 5 min at 4°C, then the supernatant was centrifugally filtered through a 5-kDa cut-off filter (Millipore) at 9,100 × *g* for 4 h at 4°C in order to remove proteins. The filtrate was concentrated using nitrogen gas and then dissolved in 0.5 mL of Milli-Q water. Shikimic acid was analyzed using a GL Sciences Inertsil HILIC column (5020-07736; GL Sciences Inc., Tokyo, Japan) and a Shimadzu LC workstation (Shimadzu Corp., Kyoto, Japan), consisting of a LC-10ADvp pump, a SIL-20A autosampler, a CTO-10ASvp column oven, and a SPD-10Avp UV detector (monitoring UV wavelength: 210 nm).

### Total RNA Isolation

Total RNAs were extracted from frozen colonies with an RNeasy Plant Mini Kit (Qiagen, Tokyo, Japan) in accordance with the manufacturer's instructions. Contaminating genomic DNA was removed using an RNase-Free DNase Set (Qiagen). The quantity and quality of total RNAs were evaluated with a Nanodrop ND-1000 spectrophotometer (Themo Fisher Scientific Inc., Waltham, MA) and an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA), as recommended by the manufacturer.

**Analysis of Gene Expression using a Custom Microarray** (Accession Number of the National Center for Biotechnology Information (NCBI AN), GSE58522):

### cRNA Amplification and Labeling

Total RNA was amplified and labelled with Cyanine 3 (Cy3) using an Agilent Low Input Quick Amp Labeling Kit, one-color (Agilent Technologies), in accordance with the manufacturer's instructions. Briefly, 100 ng of total RNA was reverse transcribed into double-stranded cDNA using a poly dT-T7 promoter primer. Primer, template RNA and quality-control transcripts of known concentration and quality were first denatured at 65°C for 10 min, then incubated for 2 h at 40°C with 5 × first-strand Buffer, 0.1 MDTT, 10 mM dNTP mix and AffinityScript RNase Block Mix. The AffinityScript enzyme was inactivated at 70°C for 15 min. cDNA products were then used as templates for in vitro transcription to generate fluorescent cRNA. cDNA products were mixed with a transcription master mix in the presence of T7 RNA polymerase and Cy3 labeled-CTP, and were incubated at 40°C for 2 h. Labeled cRNA was purified using a Qiagen RNeasy mini spin column, then eluted with 30 μL of nuclease-free water. After amplification and labeling, cRNA quantity and cyanine incorporation were determined using a Nanodrop ND-100 spectrophotometer and an Agilent Bioanlyzer 2100.

### Sample Hybridization

For hybridization, 1.65 μg of Cy3-labeled cRNA was fragmented and hybridized at 65°C for 17 h to an Agilent GE8x15K custom microarray (NCBI AN, GPL18806). After washing, the microarrays were scanned using an Agilent DNA microarray scanner.

### Custom Microarray

DNA sequences for 12,330 predicted transcript models were obtained from the Joint Genome Institute (Pleurotus Ostreatus PC15 v2.0, http://genome.jgi-psf.org/PleosPC15_2/PleosPC15_2.home.html). Microarray probes were designed using Agilent eArray (https://earray.chem.agilent.com/earray/). A total of 12,244 probes were designed for 12,244 target transcripts (one probe per transcript).

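On each array, the 12244 transcript probes occupied 15208 spots. Of these probes, 9280 were printed once and 2964 were printed in 2 copies. Over the 1994 probes printed in 2 copies and present on all arrays, the SD of log2 intensity between the spots of one probe was 0.087, and it ranged from 0.071 to 0.1 between arrays. This spread covers spotting and scanning on one array and leaves out variation between colonies.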

### Analysis of Microarray Data (NCBI AN, GSM1412941 – 1412948)

The intensity values of each scanned feature were quantified using Agilent Feature Extraction software ver. 10.7.3.1, which performs background subtractions. 

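Between 8425 probes on the 36 h array and 9457 probes on the 0 h array carried present flags. Almost all exclusions came from spots near background, since between 3382 and 4670 transcript spots per array were not well above background, whereas at most 1 spot per array was non-uniform and 0 were population outliers. On at least 1 array, 9876 probes were present, and 2368 were present on none.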

We only used features that were flagged as no errors (present flags) and excluded features that were not positive, not significant, not uniform, not above background, saturated or population outliers (marginal and absent flags). Data were normalized using Agilent GeneSpring GX ver. 11.0.2 (per chip: normalization to 75 percentile shift; per gene: normalization to median of all samples). 

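The authors' deposited normalized values were compared with the log2 intensities after the 75 percentile shift and centering on the median of each probe. Over the 8206 probes present on all arrays, the slope between them was 1.0, the median absolute difference was 0.0009 on the log2 scale, and 100.0% of the values lay within 0.05.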

There were a total of 12,244 probes on an Agilent GE8x15K custom microarray without control probes. Altered transcripts were quantified using the comparative method. In this study, we used greater than or equal to 2-fold changes in signal intensity to identify significant differences of gene expression. 

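Among the 1994 probes printed in 2 copies and present on all arrays, 14 of 15952 pairs of spots on one array lay 2-fold or more apart. When the copies were read separately, 730 probes passed the 2-fold threshold against 0 h with both copies and 88 with one copy. Without replicate colonies, the share of 2-fold changes that arises between colonies of one time point cannot be computed from these arrays.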

Differentially expressed genes were also subjected to K-means analysis using GeneSpring ver. 11.0.2 software. HCA shown in Supplementary Fig. S3 was performed using TIGR MeV software v4.8.1 (distance metric: Euclidean, linkage rule: average; http://www.tm4.org/mev.html).

### Analysis of Gene Expression using a Real-Time PCR System

Forward and reverse primers for quantitative PCR analysis were designed using Primer3Plus Ver. 2.3.6 (Supplementary Table S3)^26^. First-strand cDNAs were synthesized from total RNAs with a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Tokyo, Japan). Relative gene expression levels were determined in SYBR® Green Fast mode with a StepOne™ Real-time PCR System (Applied Biosystems). Both procedures were carried out in accordance with the manufacturer's instructions. All reactions were run in triplicate and 18S rRNA was used as an internal control.

### Preparation of Polyclonal Primary Antibodies

Polyclonal primary antibodies against PFK in the glycolysis pathway, G6PD in the pentose phosphate pathway and three isozymes for DAHPS in the shikimic acid pathway were prepared by Medical & Biological Laboratories Co., Ltd. (Nagoya, Japan). The production method was as follows. Synthesized peptides (Supplementary Table S4) corresponding to the five target proteins were conjugated with Kehole Limpet Hemocyanin (KLH). The KLH-conjugated peptides were mixed sufficiently with Freund's complete adjuvant to give a suspension. An immunogen of the same quality was injected intradermally into five individual rabbits (white female, New Zealand) five times weekly, together with the KLH-conjugated peptide and Freund's incomplete adjuvant. After eight weeks, blood was collected to produce the maximum amount of serum. The antibodies produced were used without further purification.

### Analysis of Protein Expression

Proteins were extracted from mushroom mycelia using an EzRIPA Lysis Kit (WSE-7420; ATTO Corp., Tokyo, Japan), in accordance with the manufacturer's instructions. Total protein concentration was determined using a Pierce 660 nm protein assay kit (Thermo Scientific, Rockford, IL). Protein solution was then mixed with an equal amount of EzApply (AE-1430; ATTO Corp.) pretreatment reagent for SDS-PAGE; target proteins were analyzed using 30 μg of total proteins. SDS-PAGE was performed using a PAGERUN (AE-6531P; ATTO Corp.) electrophoresis apparatus and e-PAGEL (E-T520L; ATTO Corp.), together with two types of molecular weight marker: EzStandard PrestainBlue (AE-1450; ATTO Corp.) and MagicMark XP Western Protein Standard (LC5603; Life Technologies, Tokyo, Japan). Separated proteins were Western blotted using a blotting apparatus (AE-6677P; ATTO Corp.), a power unit (AE-8130; ATTO Corp.) and a blotting reagent kit (AE-1460; ATTO Corp.) on a PVDF membrane (WSE-4051; ATTO Corp.). The membrane was blocked using blocking reagent (AE-1477; ATTO Corp.), then polyclonal primary antibodies diluted at 1:1,000–10,000 were reacted with the target proteins. Subsequently, target proteins were detected using secondary antibody (goat anti-rabbit IgG-HRP SC-2004; Santa Cruz Biotechnology, Inc., Santa Cruz, CA), Western blotting detection reagents (NCI3106; Thermo Scientific), and a luminescent image analyzer (ImageQuant LAS 4000 mini; GE Healthcare, Tokyo, Japan).

## Author Contributions

M.K. conceived of the project, designed the experiments, analyzed the data and wrote the manuscript. N.K. performed and analyzed gene and protein expression analysis. R.M. performed HPLC analysis.

## Supplementary Material

Supplementary Information Supplementary Information

## Figures and Tables

**Figure 1:**
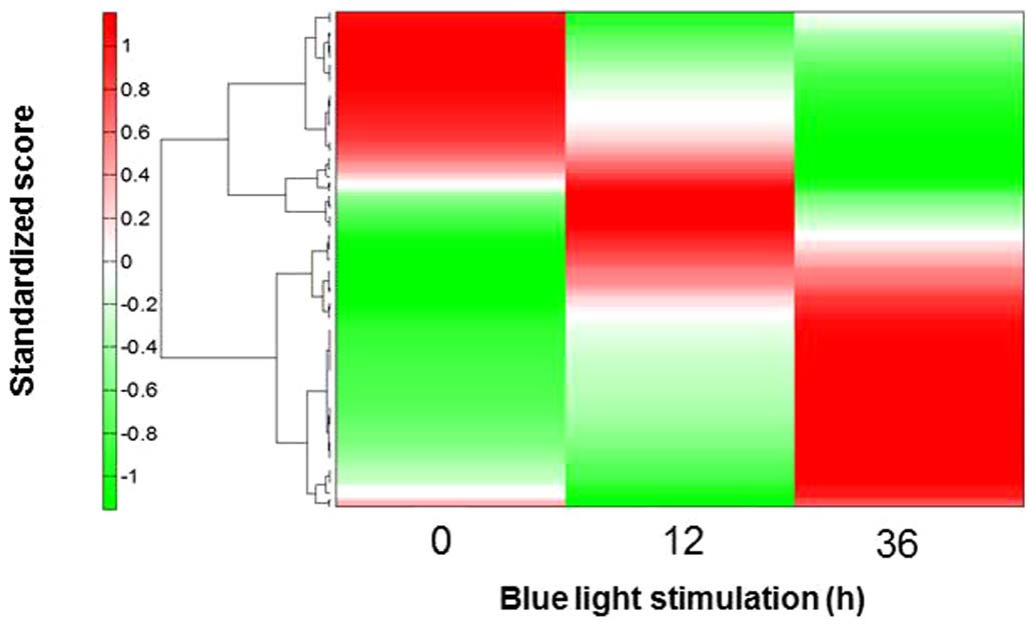
Dynamics of the primary metabolites in oyster mushroom mycelia during blue light stimulation: PFD, 150 μmol m^−2^ s^−1^; stimulation time, 0, 12 and 36 h. Plot of standardized score vs. blue light stimulation: n = 1.

**Figure 2:**
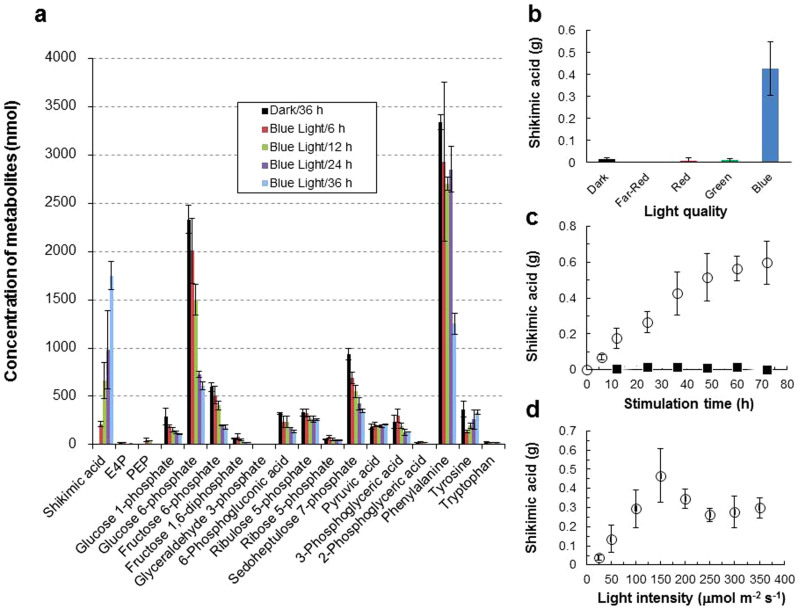
Effects of blue light stimulation on the biosynthesis of primary metabolites in oyster mushroom mycelia at 15°C. (a).Time course of the increase or decrease in the concentration (nmol) of metabolites related to shikimic acid biosynthesis in 1 g of the mycelia, determined by CE-TOF-MS. PFD, 150 μmol m^−2^ s^−1^; stimulation time, 0–36 h; n = 2; error bar = SE. (b). Effects of light quality on the accumulation of shikimic acid (g) in 1 kg of the mycelia, determined by HPLC. PFD, 150 μmol m^−2^ s^−1^; light stimulation time, 36 h; n = 3–8; error bar = SD. (c). Effects of blue-light stimulation time on accumulation of shikimic acid (g) in 1 kg of the mycelia, determined by HPLC. PFD, 150 μmol m^−2^ s^−1^; n = 5–8; error bar = SD; irradiated mycelia (

), non-irradiated mycelia (

). (d). Effects of blue light intensity on accumulation of shikimic acid (g) in 1 kg of the mycelia, determined by HPLC. Light stimulation time, 36 h; n = 8; error bar = SD.

**Figure 3:**
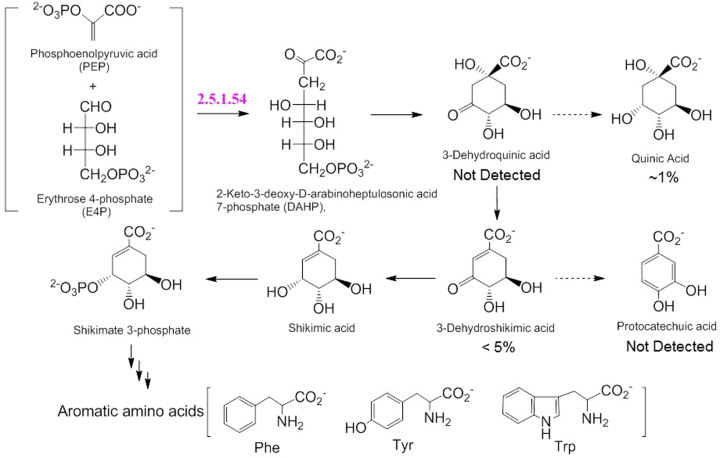
Shikimic acid pathway. Condensation of PEP and E4P, which are synthesized in the glycolysis and pentose phosphate pathways, respectively, is catalyzed by DAHPS (EC2.5.1.54), a rate-determining enzyme in the shikimic acid pathway.

**Figure 4:**
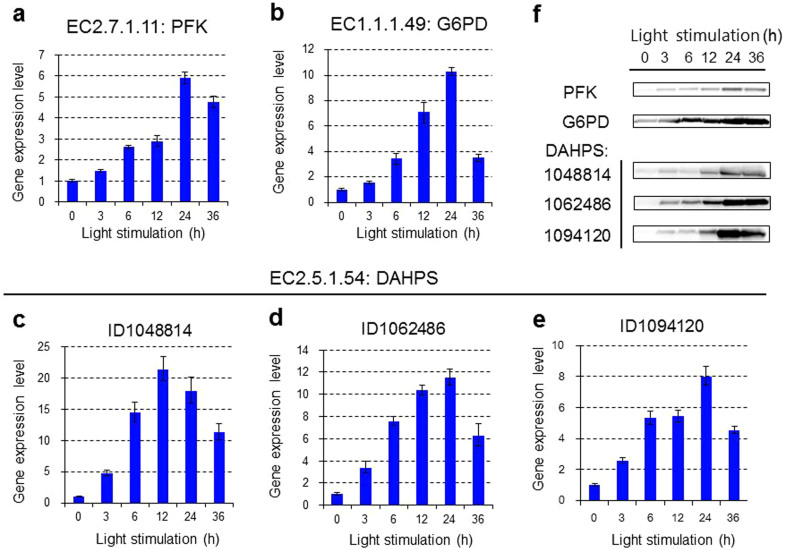
Real-time PCR analysis of the expression of genes encoding EC2.7.1.11 (PFK, a), EC1.1.1.49 (G6PD, b) and EC2.5.1.54 (DAHPS, c–e) and dynamics of these rate-determining enzymes (f) related to the biosynthesis of shikimic acid during blue light stimulation. Three isozymes were identified for DAHPS (IDs: 1048814, 1062486 and 1094120); (f). Time course of the expression levels of the rate-determining enzymes detected by antibody response.

How the deposited data were processed for this re-analysis (not part of the article)

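Gene expression was measured in oyster mushroom mycelial colonies before illumination and after 0.5, 1, 3, 6, 12, 24 and 36 h of blue light at a PFD of 150 μmol per square meter and second, with 1 custom array of 1 color per time point. Colonies were grown at 20°C and illuminated at 15°C. The mapping of arrays to time points was taken from the sample labels and the methods of the paper. The number of per-sample columns that were not used was 0.

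The authors scanned the arrays and quantified them with Feature Extraction 10.7.3.1, and deposited for each spot the intensity on a linear scale before and after background subtraction, its error and its quality flags. They also deposited normalized log2 values, which the methods describe as shifted to the 75 percentile of each array and centered on the median of each gene. Checked against the intensities, these log2 values differed by a median of 0.0009. They served here only as an alternative.

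From the deposited intensity values, log2(processed signal) was computed for every transcript spot, control spots were left out, copies of a probe were averaged, and the 75th percentile over the 12244 transcript probes was subtracted from each array. Probes were kept when they were well above background, positive and significant, not saturated, not non-uniform and not population outliers on all 8 arrays, which left 8206. A probe was counted as changed when it differed 2-fold or more from the 0 h array on at least 1 irradiated array. The paper's text does not name the reference of its 2-fold change. The slope over log2(hours + 1) was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment over the 8206 probes. It was repeated over 100 orders of the time labels, the real one included. K-means with 8 clusters, Euclidean distance, 100 random starts and a fixed seed was run in scikit-learn 1.9.0 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

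The fit of the slope was tested on simulated data with 200 changed probes among 8206, and it recovered 93% of the probes given a slope of 0.6 and 68% of those given a slope of 0.3, with 7 false calls among 168. The simulated noise was independent between probes and leaves out shifts shared by the probes of an array. The share of false calls therefore does not carry over to the real data. For the 2-fold calls, simulated data with 200 probes changed by 3 on the log2 scale gave back 100.0% of them, with 128 calls among the other probes. A change of 3 lies far above the threshold, so this recovery says nothing about changes near 2-fold. The simulated noise was normal and equally wide for all probes, with its spread taken from the 0.5 and 0 h arrays. Between these 2 real arrays alone 153 probes differed 2-fold or more, so the 128 calls set no rate of false calls for the real data.

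The rules for which genes are named in the text were set before the data were examined. The genes the paper names by protein ID were fixed then, of which 4 are given and 1 is not reported here. The others were picked by their measured values under a rule fixed then, as the 2 probes with the largest rise and the 2 with the largest fall from 0 to 36 h among probes present on all 8 arrays whose change had the same sign at 6, 12, 24 and 36 h. Probes carry protein IDs of the PC15 v2.0 gene models. The annotation at hand comes from another strain and carries no such IDs, so no probe was matched to it. Pathway lists and photoreceptor annotations were therefore not used here.

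The alternatives set before the data were examined were quantile normalization, scaling by the median or by 7 spike-in probes, normexp background correction with an offset of 50, the authors' normalized values, other filters on flags, other references and thresholds of the fold change, other scales of time, a rank correlation, each array left out, and other numbers, distances, seeds and probe sets for K-means. The column of the slide as a term in the fit, and the 2-fold count with each irradiated array left out, were added after seeing the data. Precision is limited by the single array per time point. Metabolite, quantitative PCR and Western blot measurements were not analysed here.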

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

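All tests of explanations in this part were chosen after the result was seen.

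The 2 largest rises and the 2 largest falls between 0 and 36 h, among probes present on all 8 arrays whose change kept its sign at 6, 12, 24 and 36 h, belong to genes that the paper's text does not discuss. On the log2 scale, protein ID 1102507 rose by 10.37 and protein ID 1050849 by 9.84, while protein ID 1108884 changed by -9.28 and protein ID 1104091 by -8.67. The files give no gene names for them. The intensity of 1102507 went from 168.4 at 0 h to 245837 at 36 h, and that of 1104091 from 145306 to 393.2.

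Background in dim spots was tested as a source of these changes with normexp background correction, which holds dim spots up. After it, the smallest of the 4 changes at 36 h was still 7.5 on the log2 scale, which argues against background as their whole source. The sizes themselves depend on the dim end of each course, because 1050849 had an intensity of 15.1 at 0 h. A fault of the 36 h array alone is argued against by the 24 h array, where the smallest of the 4 changes was already 5.21. Hybridization of other transcripts to these probes was not tested.

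A response to blue light, to the move from 20 to 15°C, and to time in culture remain open and cannot be told apart for these probes, because time in culture or the change of temperature could be separated from light only with colonies kept in the dark at the later time points, and the number of such arrays used here was 0.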

How the results depend on the processing

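The slide column as a term in the fit and the 2-fold counts with an array left out were chosen after the results were seen.

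The count of 3176 probes changed 2-fold or more stayed within 1.5 times of itself under every normalization, reference and consistency rule tried. It was 6451 without a filter on flags and 1724 at 3-fold. At 36 h, the 1268 higher and 1436 lower probes became 3032 and 2210 without the filter and 717 and 794 at 3-fold. With probes present on at least 1 array, 2178 were lower. Without the filter, dim spots near background enter by construction. Leaving out 1 irradiated array gave between 2410 probes (without 36 h) and 3168.

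Higher probes made up 46.9% of those changed at 36 h, but 51.1% after quantile normalization, 56.8% with median scaling and 57.8% without the filter. Rising probes made up 44.7% of the trends and 55.8% with median scaling. From 0 to 36 h, the median of all transcript probes moved from -2.283 to -2.470 relative to the 75th percentile, so median scaling lifts the 36 h array.

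The 4297 trends, 1920 rising and 2377 falling, became 2307, 1051 and 1256 with spike-in scaling. Against the spike-in probes the 75th percentile moved by 0.56 at 3 h and -0.28 at 0.5 h on the log2 scale. With spike-in scaling, the 573 higher and 407 lower probes at 3 h became 1513 and 155, and the 40 and 113 at 0.5 h became 17 and 216. The rank correlation gave 1220 rising trends. With the slide column in the fit, which overlaps with time by construction, 607 remained in number, 274 rising and 333 falling. With 1 array left out, the total ranged from 3509 to 4452, the rising trends from 1556 to 2015 and the falling trends from 1900 to 2437. All arrays lay on 1 slide, so the slide as a block was not run.

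The 2 most strongly rising clusters held 234 probes, and 114 with 10 clusters or 877 with probes scaled to unit SD. The 2 most strongly falling clusters held 494 probes. They held 222 after quantile normalization, 200 after normexp, 774 with probes present on at least 1 array, 1815 without a filter, 1623 with 6 clusters and 1203 with unit SD. Fewer clusters are larger by construction. For the other changes the cause was not tested.

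Of the 4 enzyme genes, 3 passed 2-fold under every normalization and under the mean of the 0 and 0.5 h arrays as reference. The values of these genes were given without the filter on flags. With it, 1048814 drops out and 2 of the 3 are left. Pathway lists were not made, so none of their alternatives was run. Among the counts per time point from 0.5 to 24 h, 42 values moved by more than 1.5 times and 76 did not. Among the values of single genes per time point, 54 moved by more than the SD between the 0.5 and 0 h arrays, 274 did not, and none past 2-fold changed sign. No paired analysis was possible because each time point had 1 array. Signal over background limits 1048814 and the dim ends of the largest rises and falls.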

Differences from the paper's values

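The paper determined the expression of the enzyme genes by quantitative PCR, and the arrays measure it by another assay, both relative to 0 h. The scales of the assays differ. The paper used a ribosomal RNA as the internal control, whereas the array values are scaled by the transcript probes of each array. The values of the assays are thus not strictly the same measure. The bars of Fig. 4 could be read to 2 digits. Of 20 pairs of values for 4 genes, 19 differed by more than the error bars and by more than 1.5 times. The legend of Fig. 4 does not define these bars. The paper describes replicate reactions and names no replicate colonies for them, so the bars may leave out variation between colonies. The single arrays carry no error of their own. For PFK (ID 174437), the paper's fold changes in Fig. 4a, read by eye, were about 1.5, about 2.6, about 2.9, about 5.9 and about 4.8, and the array values were 0.72, 0.77, 0.97, 1.63 and 1.7, at 3, 6, 12, 24 and 36 h. The paper's values for the DAHPS gene 1048814 in Fig. 4c, read by eye, were about 4.8, about 15, about 21, about 18 and about 11 at 3, 6, 12, 24 and 36 h, beside 7.55, 3.01, 1.85, 3.44 and 3.69 on the arrays. At 3, 6, 12, 24 and 36 h, the DAHPS gene 1062486 stood at 1.6, 2.0, 2.18, 2.78 and 1.83 on the arrays and, in the paper's Fig. 4d read by eye, at about 3.4, about 7.5, about 10, about 12 and about 6.2. Array values of 2.29, 2.22, 2.24 and 1.47 at 6, 12, 24 and 36 h for the DAHPS gene 1094120 stand beside the paper's values in Fig. 4e, read by eye, of about 5.3, about 5.4, about 8.0 and about 4.5. Under the alternatives set before the data were examined, 17 of these 19 pairs stayed apart. For the DAHPS gene 1048814 at 3 h, the direction of the difference was not stable. The array value lay above the paper's about 4.8 under the other settings but at 2.5, below it, with normexp. Spike-in scaling brought PFK at 3 h to 1.07 and the DAHPS gene 1062486 at 3 h to 2.36, both within 1.5 times of the paper's values, and no other alternative closed a gap.

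For the K-means clusters, the paper's groups and those found here were set side by side by direction and then by size, a pairing chosen after seeing the sizes. Paired by rank of size alone, the paper's cluster of 189 genes stood beside one of 123. By direction, the paper's smaller falling cluster held 189 genes, and the smaller of the 2 most strongly falling clusters found here held 101. With probes present on at least 1 array it held 147 and with 6 clusters 273, both within 1.5 times of the paper's value. It stayed apart with quantile normalization, median scaling, spike-in scaling, normexp, the authors' normalized values, no filter, 10 clusters, unit SD, another seed and the probe set by highest over lowest array. The sizes of the paper's 8 clusters sum to 3675 genes, and 3176 probes were clustered here.

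The paper states that expression of the genes for PFK and DAHPS rose with blue light, and that the levels of their proteins rose on Western blots. On the arrays PFK lay below 0 h at 3 h, with 0.72-fold, except with spike-in scaling, where it stood at 1.07-fold. At 6 h it stood at 0.77-fold and lay below 0 h under every alternative, between 0.68-fold and 0.85-fold. It reached 1.7-fold at 36 h, or at most 1.94-fold with median scaling. The alternatives all reuse the same single arrays. The log2 changes of PFK of -0.47 at 3 h and -0.38 at 6 h stand beside an SD of 0.334 across probes between the 0.5 and 0 h arrays. Noise of single arrays or colonies thus stays open for these early values. The DAHPS gene 1048814 was highest at 12 h in Fig. 4c and at 3 h on the arrays, with 7.55-fold.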

Other observations

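The tests of explanations in this part were chosen after the results were seen, except the reordering of the time labels, which was fixed before the data were examined but whose expected outcome was written down only afterwards.

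Chance in the order of the arrays is argued against for the number of trends, since only the real order, 1 of the 100 orders of the time labels, gave as many as 4297. The median of the other orders was 0 and their maximum 3254, so a large count also arose in another order. The column of the slide changed with time, so the reordering does not separate position from time.

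With the 75th percentile as the scale, the number of probes 2-fold or more from 0 h grew from 980 at 3 h to 1243 at 6 h, 1292 at 12 h, 2003 at 24 h and 2704 at 36 h. The choice of the scale is argued against as the source of the growth from 12 to 36 h, because the count at 36 h was at least 2.04 times that at 12 h under every normalization and background correction tried. It stays open for the growth from 3 to 12 h. With spike-in scaling the count was 1668 at 3 h and 1287 at 6 h, and that at 12 h was 0.77 times that at 3 h, while the other normalizations and normexp gave a growth, and 1 array at 3 h does not decide between them.

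The position of the arrays in 2 columns of the slide is argued against as the source of the growth from 12 to 36 h, because the 12 and 24 h arrays lay in the same column and at least 403 probes differed 2-fold or more between them under each of these normalizations, against at most 233 between the 0 and 0.5 h arrays. Position stays open for the growth from 3 to 12 h. From 3 to 6 h, the step that crosses to the other column, 240 probes differed 2-fold or more with the 75th percentile, fewer than the 740 from 1 to 3 h within a column, but with spike-in scaling 1723 probes differed, more than the 888 from 1 to 3 h. With the column as a term, the trends fell to 607, so a part played by position in single trends stays open too. The row of the arrays on the slide is argued against as the whole source too, since the 6 h array shares its row with the 0 h array and differed from it in 1243 probes, against 160 for the 1 h array in another row. Row and column acting together were not tested. Time in culture or the change of temperature remains open beside blue light, because the number of arrays of colonies kept in the dark at a later time point was 0, and they cannot be told apart for this growth.

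At 36 h more probes were lower than higher. The choice of the 75th percentile as the scale stays open as the source of this majority. Higher probes made up 46.9% of the changed ones with that scale, 49.4% with the spike-in probes as the scale, 51.1% after quantile normalization and 56.8% with the median, which shifts all probes of an array alike. None of these scales decides which direction was more frequent, and a biological explanation was not tested.

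Quantitative PCR gave larger fold changes than the arrays at most time points. Among the 4 genes compared, the ratio of the assays lay between 2.82 and 3.39 at 36 h and between 2.44 and 11.38 at 12 h, where the highest was that of the dim 1048814. On the log2 scale the spread of the ratio among the 4 genes was 1.74 at 3 h and 2.22 at 12 h, beyond the 1.47 that covers 95% of simulated sets with the spread of the 0.5 h against the 0 h array, and 1048814 was the extreme both times. Without 1048814, the largest spread over the 5 time points was 0.91, within the corresponding 1.38. The excess thus rests on a dim spot, and 1 scaling difference shared by all genes stays open, since the other 3 genes on single arrays are too few to decide. A rise of messenger RNA per total RNA would lift both the ratio to 18S rRNA and the array signal against the spike-in probes, yet the 75th percentile rose against these probes by at most 0.05 on the log2 scale at 6, 12, 24 or 36 h, which argues against it there. At 3 h it rose by 0.56, where the median ratio of the assays was 0.81 on the log2 scale, so for that time point such a rise stays open on 1 array.

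The DAHPS gene 1048814 was highest at 3 h on the arrays. Normalization and background correction are argued against as the source, because 3 h led the next highest array by at least 0.52 on the log2 scale under each one tried. The spot was dim and printed once, so the noise of a single spot and variation between colonies stay open.

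Between early and late arrays, 22 probes were present at 12, 24 and 36 h and on none of the 0, 0.5 and 1 h arrays, and 53 showed the opposite. Presence depends on the limit of each array. The lowest intensity called well above background lay between 11.6 at 0 h and 20.2 at 0.5 h on these early arrays. On the late ones it lay between 15.0 at 12 h and 29.3 at 36 h. The part of this limit in the difference between the counts was not tested.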
